# Epigenetically-Inherited Centromere and Neocentromere DNA Replicates Earliest in S-Phase

**DOI:** 10.1371/journal.pgen.1001068

**Published:** 2010-08-19

**Authors:** Amnon Koren, Hung-Ji Tsai, Itay Tirosh, Laura S. Burrack, Naama Barkai, Judith Berman

## Abstract

Eukaryotic centromeres are maintained at specific chromosomal sites over many generations. In the budding yeast *Saccharomyces cerevisiae*, centromeres are genetic elements defined by a DNA sequence that is both necessary and sufficient for function; whereas, in most other eukaryotes, centromeres are maintained by poorly characterized epigenetic mechanisms in which DNA has a less definitive role. Here we use the pathogenic yeast *Candida albicans* as a model organism to study the DNA replication properties of centromeric DNA. By determining the genome-wide replication timing program of the *C. albicans* genome, we discovered that each centromere is associated with a replication origin that is the first to fire on its respective chromosome. Importantly, epigenetic formation of new ectopic centromeres (neocentromeres) was accompanied by shifts in replication timing, such that a neocentromere became the first to replicate and became associated with origin recognition complex (ORC) components. Furthermore, changing the level of the centromere-specific histone H3 isoform led to a concomitant change in levels of ORC association with centromere regions, further supporting the idea that centromere proteins determine origin activity. Finally, analysis of centromere-associated DNA revealed a replication-dependent sequence pattern characteristic of constitutively active replication origins. This strand-biased pattern is conserved, together with centromere position, among related strains and species, in a manner independent of primary DNA sequence. Thus, inheritance of centromere position is correlated with a constitutively active origin of replication that fires at a distinct early time. We suggest a model in which the distinct timing of DNA replication serves as an epigenetic mechanism for the inheritance of centromere position.

## Author Summary

Centromeres form at the same chromosomal position from generation to generation, yet in most species this inheritance occurs in a DNA sequence–independent manner that is not well understood. Here, we determine the timing of DNA replication across the genome of the human fungal pathogen *Candida albicans* and find that centromeric DNA is the first locus to replicate on each chromosome. Furthemore, this unique replication timing may be important for centromere inheritance, based on several observations. First, DNA sequence patterns at centromeres indicate that, despite high levels of primary sequence divergence, the region has served as a replication origin for millions of years; second, formation of a neocentromere (a new centromere formed at an ectopic locus following deletion of the native centromere DNA) results in the establishment of a new, early-firing origin of replication; and third, a centromere-specific protein, Cse4p, recruits origin replication complex proteins in a concentration-dependent manner. Thus, centromere position is inherited by an epigenetic mechanism that appears to be defined by a distinctively early firing DNA replication origin.

## Introduction

Centromeres are essential components of eukaryotic chromosomes required for proper chromosome segregation to daughter cells. Lack of a functional centromere, or the presence of multiple centromeres, renders chromosomes unstable and prone to mis-segregation and breakage. This genome instability is associated with carcinogenesis and can also result in cell death. An intriguing property of most eukaryotic centromeres that remains poorly explained is their mode of inheritance. In principle, the functional identity of a single locus on a chromosome, such as a centromere, requires that locus to have at least one unique property that distinguishes it from other loci on that chromosome. While a primary DNA consensus sequence would be sufficient to define a single locus per chromosome, most eukaryotic centromeres are not defined at the DNA sequence level (reviewed in [1]–[5]). Thus, for instance, centromeres on different chromosomes in any one species do not share primary DNA sequence between them; furthermore, centromeric DNA sequence diverges between closely-related species while centromeric loci remain syntenic; in rare cases, centromere proteins move to new loci that do not normally function as centromeres. These neocentromeres, which remain stable at their new ectopic loci, have been observed in humans as well as in several model organisms [6]–[8].

Rather than a specific DNA sequence, a unique, conserved histone H3 variant, termed CENP-A/CenH3 (Cse4 in yeasts), distinguishes eukaryotic centromeres from the rest of the chromosome and has inspired the majority of current models of epigenetic centromere inheritance. These models propose that centromeric chromatin structure contains the information necessary to form and maintain centromeres at a given locus. One model suggests that CENP-A and histone H3 are expressed and/or deposited at different times during the cell cycle [9]–[12]. Consistent with this, *S. pombe* CENP-A expression reaches maximal levels just before the G_1_-S boundary [11] and can be deposited in either G1/early S-phase, or via a different pathway in G2 [12]. A related hypothesis suggests that centromeric DNA might replicate at a distinct time during S-phase, and that this may be coordinated with the timing of CENP-A deposition [13] (reviewed in [14]). However, studies in flies and mammalian cells that utilized microscopy measurements of BrdU incorporation to follow the replication timing of centromeric DNA failed to detect a distinct time of replication at centromeres [9], [15]–[17] and thus such models were abandoned. It is important to note that these experiments may lack the resolution and precision necessary to detect replication events within specific regions of the genome. Replication timing microarrays could provide the necessary precision, however centromeres in most eukaryotes typically span hundreds to thousands of kilobases of highly repetitive DNA and are usually not fully sequenced, thereby obviating such analyses. In contrast, centromeres in the pathogenic yeast *Candida albicans* exhibit all the hallmarks of epigenetically inherited centromeres, yet are short (∼ 3 kb), simple and fully sequenced [7], [18]–[21], making this yeast an attractive model system for the study of centromeric DNA properties.

In this study, we used *C. albicans* to study the replication of centromeric DNA. We found that on all chromosomes, the centromere was associated with a replication origin that fires first, and well before all other origins, on that chromosome. Manipulating Cse4 binding by either deletion of a canonical centromere locus or by placing it under the control of a conditional promoter revealed that centromere determinants attract replication components and specify early DNA replication. In addition, we describe a sequence feature of *C. albicans* centromeres - asymmetrical nucleotide composition - that is indicative of stable replication activity over evolutionary time scales. Using phylogenetic comparison, we provide evidence linking the epigenetic inheritance of centromere position with replication activity. Thus, DNA replication timing can serve as the basis for the inheritance of functional centromeres at specific chromosomal sites, representing a novel mechanism of epigenetic inheritance.

## Results

### Centromeres replicate at a distinct time during S-phase

We determined the genome-wide DNA replication timing profile at high temporal and spatial resolution for all eight *Candida albicans* chromosomes (Figure 1A). Briefly, asynchronous log phase cells were sorted by fluorescence activated cell sorting into G1 and S phase fractions. DNA from 2×10^6^ cells from each fraction was extracted, differentially labeled with fluorescent dyes and hybridized to genomic tiling arrays. The data were smoothed and replication timing was displayed as a function of chromosome position. In these replication profiles, peaks represent replication origins and the height of each peak reflects the relative timing and/or efficiency of replication from that origin. 

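The wild-type strain SC5314 was hybridized to 4 arrays, each comparing S-phase with G1-phase DNA from cells grown at 30 °C. S-phase DNA was labeled with Cy5 on 2 of the arrays and with Cy3 on the other 2. The authors normalized these arrays, averaged them with Tukey's biweight method, smoothed the average along each chromosome with a smoothing spline and deposited 1 profile for the strain. The deposited values are a signed score every 10 bp in assembly 21 coordinates, higher where DNA replicates earlier. The log base of this score is not given in the sources used here. Over the 8 chromosomes there were 1424309 positions covering 14.2 Mb, with scores from -0.499 to 0.579. The rDNA was a gap from 1884 to 1898 kb on ChrR, and the Major Repeat Sequence (MRS) was a gap from 723 to 731 kb on Chr5. The -log10 of the spline parameter was 16 for ChrR and 14.75 for Chr5, Chr6 and Chr7, so the profile of ChrR is the most heavily smoothed.

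From these scores each chromosome was scaled so that its highest value lies at 0% of S-phase and its lowest at 100%, as in Figure 1. Every local maximum inside a chromosome was taken as a replication origin, and its scaled value as the activation time. A profile averaged over arrays has no replicate error. As a substitute, the wild-type profile was compared with the profile of strain YJB9929s on Chr2 and Chr3, where 23 origins could be matched. Origins were matched if they stood out by at least 5% of the chromosome's range and lay within 40 kb of each other, a rule set after the files had been opened. The activation times of these pairs differed with an SD of 9.07% of S-phase and their positions with an SD of 12.3 kb. The pairs at CEN2 and CEN3 have a time difference of 0 by the scaling, and without them the SD of the activation times was 9.32%. These spreads include any true difference between the strains and the larger noise of an average over 2 arrays.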

When applied to *S. cerevisiae*, this method identifies known replication origins at a resolution of ∼5 Kb ([22]; Materials and Methods).

**Figure 1:**
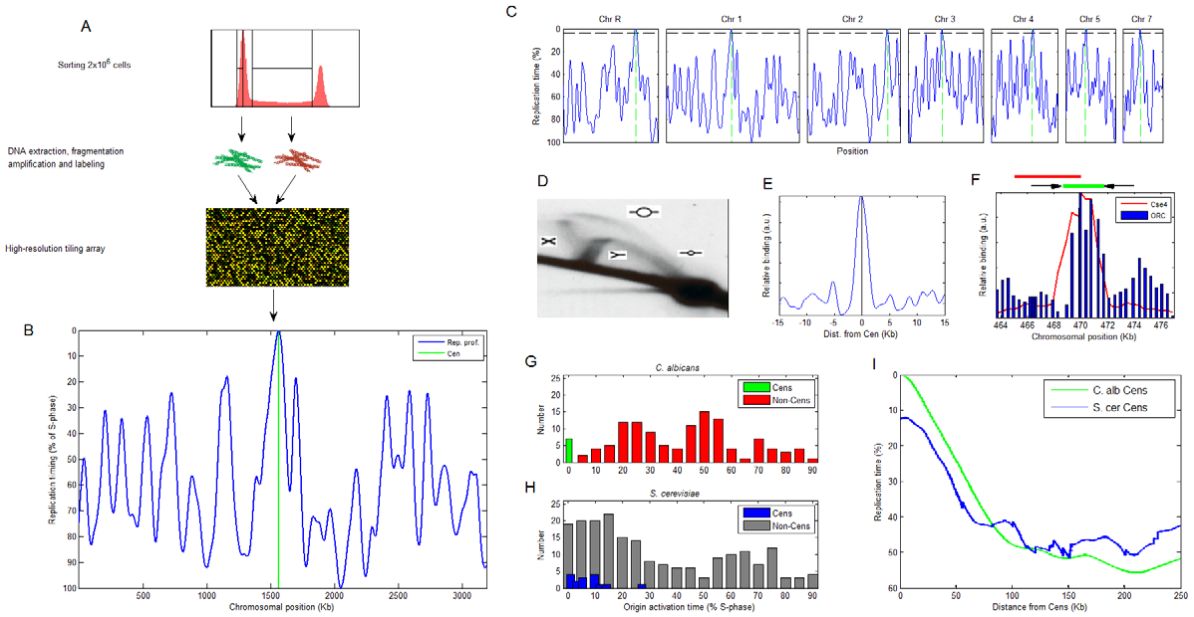
Centromeres are first to replicate in *Candida albicans.* (A) Experimental method for measuring DNA replication timing. The earlier a certain locus replicates, the higher its DNA content will be when averaged over an asynchronous population of S-phase cells. Therefore, measuring copy number along the chromosomes in S-phase cells enables deduction of the genomic DNA replication timing program [22]. (B) The replication profile of chromosome 1. Peaks are predicted origin locations with their height corresponding to activation time. (C) The replication profiles of all chromosomes other than Chr6 (Materials and Methods and Figure S1). Green: centromeres. Horizontal black line: replication timing of the first non-centromeric origin activated in the genome, to denote the clear separation of timing for centromeric versus other origins. (D) 2D gel identifies replication intermediates in *CEN5*. The replication structures represented by each arc are shown [32]. The position of the probe used for the 2D gel is shown in red above (F). (E) ORC ChIP-chip values averaged over all chromosomes, aligned at the GC skew zero-intersection point (see text). See Figure S2 for the individual chromosome data. (F) ChIP of ORC retrieves *CEN5* sequence. The ChIP result for Cse4 [7] is shown for comparison. The location of the centromere (green line) and flanking inverted repeats (black arrows) are shown above. (G,H) Distribution of relative activation times for centromeric and non-centromeric replication origins in (G) *C. albicans* and (H) *S. cerevisiae* (data from [22]). (I) Centromere position effect.

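The wild-type profile held 128 origins on 8 chromosomes, or 8.99 per Mb. With each centromere placed at its GC skew zero-intersection point (Table S1), the nearest origin was 1.10 kb away on Chr1, at 1564 kb, and 3.70 kb away on ChrR, at 1742 kb. It was 9.56 kb away on Chr2 (1918 kb), 14.6 kb on Chr3 (809.9 kb), 17.2 kb on Chr7 (411 kb), 17.6 kb on Chr4 (1011 kb) and 18.8 kb on Chr5 (489 kb). The mean over these 7 chromosomes was 11.8 kb, against 34.3 kb for positions drawn at random, 1 on each chromosome (p = 0.0028, one-sided random-position test, a resampling test of the permutation kind with 100000 draws). To the nearest valleys these peaks fell by 9.72% (right of CEN3) to 81.0% (left of CEN2) of the chromosome's range. To the lowest point of each side, up to a chromosome end or gap, the smaller fall was 55.8% (ChrR) to 92.1% (Chr1). No other peak limits the latter measure at a chromosome's highest point, so it does not describe the immediate surroundings. The alternative that moved the mean distance most, chosen after the data were seen, was to bring every chromosome to the smoothing of ChrR, which gave 4.29 kb.

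The origin nearest the centromere was also the earliest on 7 of these 7 chromosomes, which had between 12 and 24 origins each. If an origin is drawn at random from each chromosome, all of them are the earliest with a probability of 3.9e-09 (exact test within chromosomes, one-sided, the smallest p that 7 chromosomes allow). Because each chromosome is scaled to its own range, these origins lie at 0% by construction, and only their identity is tested. Chr6 was kept apart, as in Figure 1C.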

The replication profiles exhibited a striking feature: centromeres were always proximal to a predicted replication origin and remarkably, these centromeric origins were the first to fire on each chromosome. Furthermore, the activation timing of these centromere-associated origins was clearly separate from the activation time of non-centromeric origins (Figure 1B and 1C and Figure S1). 

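Outside Chr6, the 7 centromeric origins were compared with 107 non-centromeric origins. The first of these was at 427 kb on Chr3, at 4.87% of S-phase. It was followed by origins at 777 kb on Chr4 (6.78%), 230.4 kb on Chr7 (7.63%), 2157 kb on Chr2 (8.47%) and 855 kb on Chr3 (9.52%). The last of these is a shoulder of the CEN3 peak. On the remaining chromosomes the earliest non-centromeric origin came at 13.3% (Chr5), 14.1% (ChrR, 1213 kb) and 17.9% (Chr1, 1159 kb). The mean activation time of the centromeric origins is 0% by the scaling, against 39.0% for an origin picked at random on each chromosome, so a test of this mean adds nothing to the identity of the earliest origin and was not used for the separation in time. On Chr5, ChrR and Chr1 the interval between the centromeric origin and the next exceeded the spread of activation times between matched origins of the 2 strains. That spread is 1 SD, so a larger interval is not resolved by this alone. The next origin on Chr5, at 427 kb, rises only 1.66% above its surroundings, too little for the rule used to match origins. On Chr2, Chr3, Chr4 and Chr7 it was smaller than that spread. In YJB9929s the origins nearest CEN2 and CEN3 were again the earliest of their chromosomes, with the next at 9.39% and 2.31%. In ranks, the first non-centromeric origin came after 1.72% of its chromosome had replicated.

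**Figure D1:**
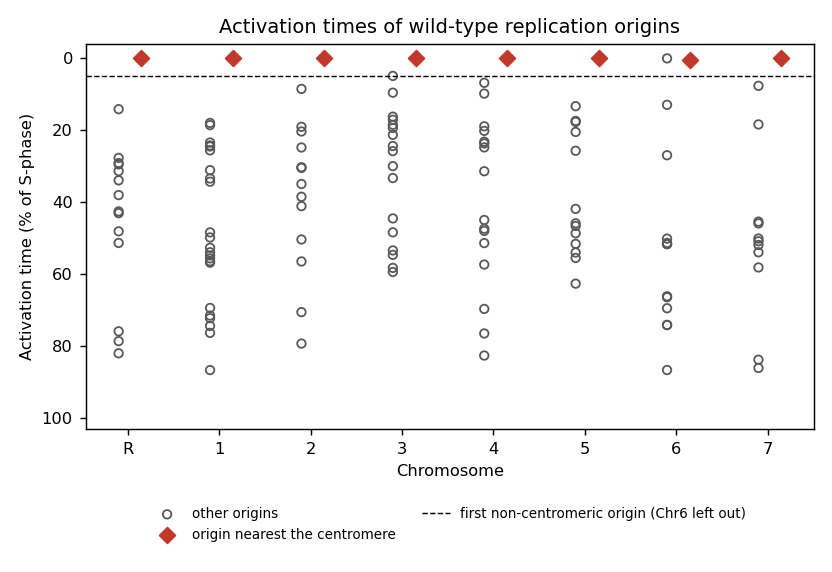
Activation time in percent of S-phase of every origin of the wild-type profile, by chromosome. Diamonds are the origins nearest the centromere, circles the other origins and the dashed line the first non-centromeric origin outside Chr6, at 4.87%; on Chr6 another origin lies at 0%.

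From the earliest peaks lying at the centromeres, together with the gels and the ORC binding in Figure 1D-1F, the paper concludes that the centromeres hold origins that replicate before the rest of each chromosome.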

The colocalization of replication origins with centromere position is further supported by several lines of evidence. First, two-dimensional DNA gels detected a replication bubble structure, indicative of an active origin, at the chromosome 5 centromere DNA region (*CEN5*) (Figure 1D). Second, genome-wide chromatin immunoprecipitation (ChIP-chip) experiments of the Origin Recognition Complex (ORC), that is essential for replication initiation, revealed the presence of ORC within the centromere regions of each of the eight chromosomes (Figure 1E and Figure S2). These ORC binding sites were among the strongest in the genome (Figure S2 and data not shown). Third, ChIP followed by quantitative PCR of *CEN5* detected ORC localization within *CEN5* in correlation with the position of Cse4 (Figure 1F; [7]). Thus, centromeres in *C. albicans* contain replication origins that are the first to replicate on each chromosome.

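Counted in bins of 5% of S-phase, 1 non-centromeric origin fell in the first bin, which held the 7 centromeric origins, and 5 in the next. By 20% of S-phase, 19 of them (17.8%) had been activated. The counts were highest between 20% and 25%, with 12 origins, and between 50% and 55%, with 14, while the bin from 35% to 40% had 2. The quartiles of the activation times were 24.3% and 54.7%, with a median of 43.0%, and the latest origin was activated at 86.6%. Counts per bin have no replicate error here, and origins close to a bin's edge can change bins within the spread between matched origins.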

The distinct replication timing of the centromeres is manifested in the distribution of origin activation times in the *C. albicans* genome: non-centromeric origins are largely absent from the beginning of S-phase and are otherwise activated throughout S-phase (Figure 1G). In contrast, in *S. cerevisiae* (that has genetically-inherited point centromeres), most origins are activated in the beginning of S-phase, at a time that is not distinct from that of centromere-proximal origins (Figure 1H; [23]). Thus, *C. albicans* achieves genomic replication with significantly fewer early-activated origins relative to *S. cerevisiae*. However, the paucity of early origins does not result in a longer S-phase in *C. albicans* compared to *S. cerevisiae*. This could be explained by a difference in the distribution of active origins with different activation timing along the chromosome: in *S. cerevisiae*, early origins tend to cluster in close proximity, ultimately resulting in ∼2-fold more active origins per DNA length than in the *C. albicans* genome. 

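Between neighbouring origins of the 8 chromosomes there were 118 distances, with those across the rDNA and MRS gaps left out. Their median was 98.4 kb and their mean 108 kb, with an SD of 53.5 kb and a range from 24.7 to 299 kb. The coefficient of variation was 0.495. Origins placed at random, with the same number on each chromosome and the same smallest distance, gave a mean of 0.805, with 95% of draws between 0.681 and 0.967 (p = 2e-04, two-sided permutation test, 10000 draws, the smallest p they can give). Smoothing by itself also spaces peaks evenly, and white noise smoothed with the spline parameters of each chromosome gave a coefficient of variation of 0.493 on average over 1000 simulations. The simulated noise gave fewer peaks, 95.3 on average with 95% of simulations between 87 and 104, against 128 in the wild type. The count argues against noise as the only source of the peaks but does not test their spacing. The alternative that moved the coefficient of variation most was to count only origins that stand out by at least 2% of the chromosome's range, which gave 0.409, again with the smallest p. A limit of 5% moved p most, with a coefficient of variation of 0.512 (p = 0.015, same permutation test) and a median distance of 133.5 kb. Neighbouring origins differed in activation time by a median of 22.6% of S-phase, with quartiles of 8.13% and 36.8%. The S. cerevisiae profile was not analysed here.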

In *C. albicans*, the spacing of early and late origins is more evenly interspersed (Figure S3). This more regular spacing of origins along the chromosome is presumably more efficient, enabling utilization of fewer origins in *C. albicans*.

Previous work described a replication timing position effect in *S. cerevisiae* [23], in which centromeres are located within a region of several tens of kilobases of early replicating DNA (and see below). A similar, albeit significantly stronger effect is evident in *C. albicans* (Figure 1I) where a region of up to ∼100 kb surrounding the centromere replicates earlier than the genomic average, further emphasizing the distinctiveness of centromere replication timing in *C. albicans*.

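The replication time was averaged over both sides of the 7 centromeres outside Chr6 and compared with positions drawn at random, 1 per chromosome. At the centromere the mean was 2.83% of S-phase, and it was 6.399% at 25 kb, 21.7% at 50 kb and 40.1% at 75 kb. The SD between chromosomes was 2.63, 2.02, 3.52 and 4.75 percentage points at these distances, and all 7 chromosomes were earlier than the mean of all positions, 55.0%. Random positions gave 53.3% at 50 kb, with 95% of draws between 40.4% and 66.0%. The one-sided random-position test, of the permutation kind, gave p = 1e-05 at 0, 25 and 50 kb, the smallest p that 100000 draws can give, and p = 0.021 at 75 kb. Adjusted by Benjamini-Hochberg over the 9 distances tested, these were 3.0e-05 and 0.047. At 100 kb the mean was 51.6%, with 4 of 7 chromosomes earlier than the mean of all positions (p = 0.41, adjusted 0.53, same permutation-type test). At the tested distances beyond that, up to 250 kb, the means lay between 48.1% and 55.7%, and none differed from random positions. The averaged curve first reached the mean of all positions at 166 kb. Single chromosomes, examined after the averaged curve was seen, reached it at 91 kb (Chr7), 92 kb (Chr2), 94 kb (Chr5), 95 kb (Chr4), 166 kb (Chr3), 170 kb (Chr1) and 189 kb (ChrR), with a median of 95 kb. Centred on the nearest origin in place of the centromere, it did so at 197 kb.

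**Figure D2:**
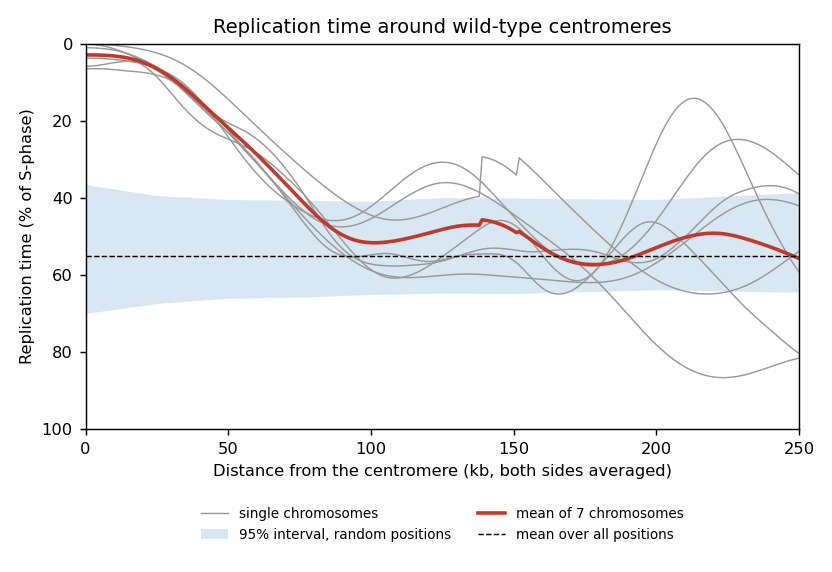
Replication time in percent of S-phase (early at the top) against distance from the centromere in kb, averaged over both sides. Thin lines are the 7 single chromosomes and the thick line their mean; the band holds 95% of draws of random positions at the 9 distances tested, and the mean lies outside it up to 75 kb, where it is 40.1%. Small steps near 140 and 150 kb come from the rDNA gap on ChrR.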

### Centromeres are effectors of DNA replication timing

The colocalization of centromeres and early replication origins could be caused by replication origins recruiting centromeric determinants. Alternatively, centromeres could recruit replication determinants. To address the direction of dependency between centromeres and replication origins, we exploited *C. albicans* strains in which the native chromosome 5 centromere had been deleted and a heritable neocentromere had formed at a different novel locus on the chromosome in each strain [7]. These strains provide a unique opportunity to address the order of this dependency. In four neocentromere strains, the centromere shifted to non-telomeric loci that were not ORC-binding sites in the wild-type progenitor strain (Figure 2A and 2C). This indicates that neocentromeres do not form at pre-existing replication origins.

**Figure 2:**
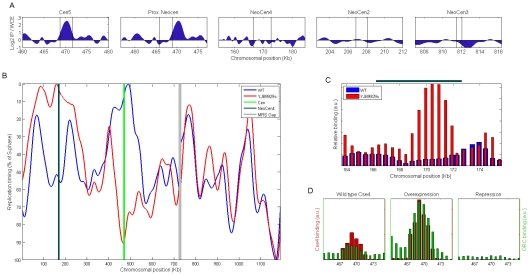
Neocentromere formation causes replication timing advancement. (A) ORC binding (determined by ChIP-chip) in wild-type cells at *CEN5* and at chromosome 5 loci with the potential to form a neocentromere [7]. ORC clearly binds at *CEN5* and is not evident within the loci that have been shown to form neocentromeres following deletion of *CEN5*. Regions identified as centromeric or capable of forming neocentromeres (by virtue of Cse4 binding in the corresponding *cen5Δ* strains) are located between the two vertical lines. (B) The replication profile of chromosome 5 in wild-type and in strain YJB9929s, in which *CEN5* was deleted and a neocentromere formed on the left chromosome arm [7]. MRS: Major Repeat Sequence. (C) ChIP reveals an ORC binding site within the neocentromere region (dark green line above the plot; [7]) in strain YJB9929s that is not present in the wild-type strain. We note that ORC binding provides a more precise indication of the actual location of an origin than the replication timing profiles; thus, the offset of the replication peak in (B) from the neocentromere site is likely explained by experimental noise. (D) Overexpression or repression of *CSE4* (Materials and Methods) is accompanied by consistent changes in ORC binding strength at *CEN5*.

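The earliest peak of Chr5 in YJB9929s lay at 159.4 kb, 10.6 kb from the neocentromere position of 170 kb read from Figure 2. Positions of the same origin in the 2 strains give a measure of the noise of peak positions. The 21 matched non-centromeric origins of Chr2 and Chr3 moved by a median of 4.78 kb between the strains, and by up to 25.3 kb. The peaks at CEN2 and CEN3 moved by 28.4 and 33.8 kb, from the left to the right of the centromere. In the wild type these peaks lay at -9.56 and -14.6 kb from the skew zero-intersection point, and in YJB9929s at 18.9 and 19.2 kb. The offset at the neocentromere was larger than the SD of the position differences of these 21 origins, 8.79 kb, and smaller than their largest move.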

We then assayed replication timing in a strain that acquired a stable homozygous neocentromere following deletion of *CEN5* DNA and homozygosis of the entire chromosome (neoCEN4, strain YJB9929s; see Materials and Methods; [7]). 

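DNA of strain YJB9929s was hybridized to 2 arrays, with the dyes exchanged between them, that carried the probes of Chr2, Chr3 and Chr5 only. The authors processed these arrays as for the wild type and deposited 1 averaged, smoothed profile with the same kind of score. It held 520920 positions covering 5.21 Mb, with scores from -0.685 to 0.634. The profile spanned a wider range of scores than the wild type on each chromosome, 1.22 against 0.974 on Chr2, 1.31 against 0.8998 on Chr3 and 1.28 against 1.08 on Chr5. Each chromosome of each strain was therefore scaled from 0 to 100% of S-phase on its own range. Replication times in the strains were compared position by position as YJB9929s minus wild type. Values for single arrays were not used here, so a difference on Chr5 was set against the differences at all positions of Chr2 and Chr3, which had an SD of 8.93% of S-phase and, in 95% of positions, lay between -20.8% and 13.1%. A line fitted over Chr5 beyond the MRS was used as another way to bring the profiles to 1 scale.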

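The skew zero-intersection point of CEN5, 470.1 kb on Chr5, replicated at 6.41% of S-phase in the wild type. This DNA is deleted in YJB9929s, and the value of 89.2% that the deposited profile holds there is the smoothing spline drawn over absent DNA, not a replication time. The difference of 82.8% at this point has the same limit. The extent of the deletion is not given in the sources used here. Outside the intergenic region that holds CEN5, from 5 to 25 kb away, a choice made after the data were seen, YJB9929s replicated later by 69.2% on the left and by 74.7% on the right. No position of Chr2 and Chr3 was delayed as much, the largest delay there being 53.8%. The spline can carry values from the deleted stretch into these flanks. The wild-type origin at 489 kb, the earliest of Chr5, had as its nearest counterpart in YJB9929s a shallow peak at 495 kb, activated at 72.6% and rising 1.76% above its surroundings. The profile of YJB9929s was latest near CEN5 at 465 kb, with 90.4%. The largest difference on the chromosome, 82.9% at 472 kb, also falls in the CEN5 region, and the next delays at least 50 kb apart were 41.4% at 522 kb and 32.5% at 422 kb. Both of these lie exactly at the limit of 50 kb from the first, so they need not be separate sites. Under the alternatives the difference at CEN5 was between 71.9%, the mean of both flanks, and 93.6%, in ranks within the chromosome.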

Origin activity at the *CEN5* region was completely lost, indicating that origin determinants had resided within the deleted centromeric DNA (Figure 2B). Strikingly, neocentromere formation was associated with the appearance, in the neoCEN4 region, of a new replication origin that was the first to replicate in the chromosome (Figure 2B). 

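At 170 kb, the position of neoCEN4, the replication time was 54.0% of S-phase in the wild type and 3.06% in YJB9929s, a difference of -50.9%. No position of Chr2 or Chr3 was advanced as much, the largest advance there being -24.6% at 333 kb on Chr2 and -23.7% at 1586 kb on Chr3. The largest advance on Chr5 was -51.6% at 157 kb, followed, among positions at least 50 kb apart, by -39.2% at 107 kb and -30.8% at 23 kb. The position at 107 kb lies exactly at this limit from the first, so it need not be a separate site. After the profiles were brought to 1 scale with the line fitted over the right arm, the difference at neoCEN4 was -39.6%. From the origin at 0% of S-phase in YJB9929s the profile fell to 13.1% at 129 kb on the left. On the right it fell to 11.6% at 228 kb, where there is a slight shoulder, and to 63.5% at 309 kb. The rise of 54.6% of the range computed for this peak is measured down to the left chromosome end, not to the nearest valleys. The next origin, at 86.4 kb, was activated at 1.33%, so the interval between these origins was smaller than the spread of activation times between matched origins. The wild type had a weak peak at 160.3 kb, activated at 51.5% and rising 4.51% above its surroundings.

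**Figure D3:**
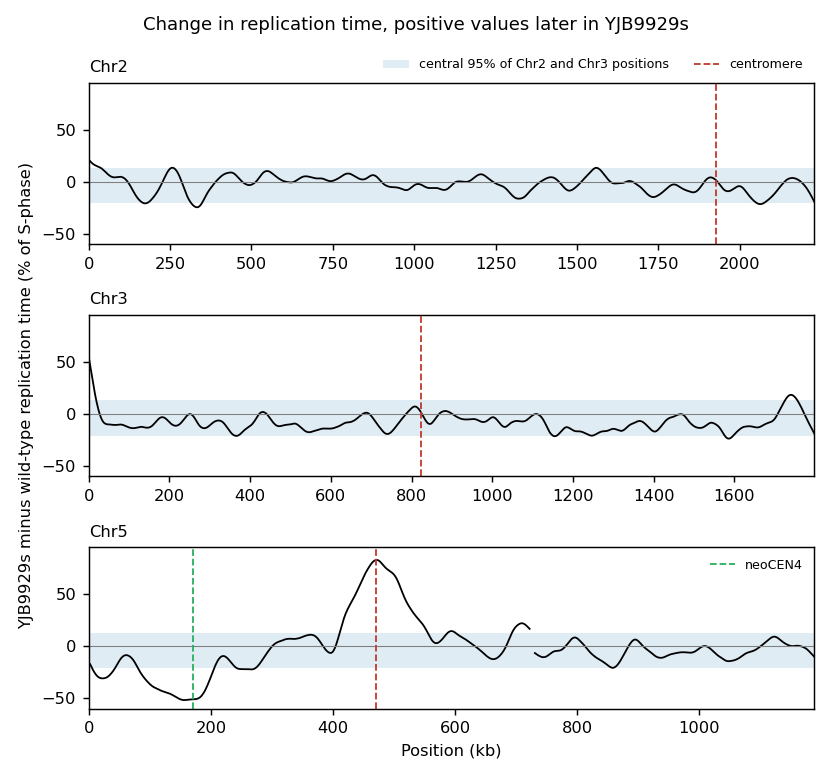
Replication time in YJB9929s minus that in the wild type, in percent of S-phase, along Chr2, Chr3 and Chr5 (position in kb, positive values later in YJB9929s). The band holds 95% of positions of Chr2 and Chr3, dashed lines mark the native centromeres and neoCEN4, and Chr5 leaves the band farthest around CEN5 (82.8%, over DNA deleted in YJB9929s) and neoCEN4 (-50.9%), and also elsewhere, as at 23 kb (-30.8%).

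From the loss of the early peak at CEN5 and the appearance of the earliest peak near neoCEN4, together with ORC binding there (Figure 2C) and the change of ORC levels with Cse4 expression (Figure 2D, not analysed here), the paper concludes that centromeric determinants confer both an origin and its early activation.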

Consistent with the idea that a *de novo* origin formed at neoCEN4, a new ORC binding site in the neoCEN4 region was readily evident by ChIP-PCR only in the strain that had formed a neoCEN and not in its wild-type parental strain (Figure 2C). Of note, the replication timing of origins flanking the centromere and neocentromere was also altered, possibly reflecting a broad position effect exerted by centromeres on the replication timing of flanking origins of replication. This resembles the position effect that mediates generally earlier replication timing within tens of kilobases surrounding conventional centromeres (Figure 1I). 

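On Chr5, 6 wild-type origins were activated in the first 30% of S-phase, and each was set against the nearest origin of YJB9929s. Next to neoCEN4, the origin at 68.4 kb in the wild type (17.7%) lay at 86.4 kb in YJB9929s, where it was activated 16.3% of S-phase earlier. The origin at 219 kb (20.4%) had its nearest counterpart at 229 kb, activated 8.86% earlier. That peak has almost no rise above its surroundings, so the pair does not pass the rule used to match origins. Next to CEN5, the origin at 427 kb, which rises 1.66% above its surroundings, had its nearest counterpart 25.8 kb away, at 401 kb, activated at 24.2%, which was 10.9% later. It is too shallow for the rule used to match origins, so these may not be the same origin. Beyond the MRS, the origin at 766 kb (17.4%) lay at 763 kb and was 4.53% earlier (12.8%), and the origin at 1039 kb (25.7%) lay at 1042 kb and was 12.7% earlier (12.9%). Matched origins of Chr2 and Chr3 changed by -5.74% on average in YJB9929s, or by -6.29% without the centromeric pairs. Measured from the mean of all pairs in units of the SD of matched origins, the changes were 1.83 at 427 kb, -1.17 at 68.4 kb and -0.343 at 219 kb. Far from both sites they were 0.197 at 638 kb, 0.134 at 766 kb, -0.130 at 920 kb, -0.769 at 1039 kb and -1.42 at 847 kb. The origins at 638, 847 and 920 kb are later ones, named after their values were seen. That at 847 kb was 18.6% earlier in YJB9929s. The change at 68.4 kb was thus larger than those at 638, 766, 920 and 1039 kb and smaller than that at 847 kb. A change of its size also occurred far from both sites. Over all positions within 100 kb, replication was 38.6% later around CEN5, the deleted stretch included, and changed by -32.8% around neoCEN4, against -4.60% right of the MRS.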

The profiles of chromosomes 2 and 3, which would not be expected to be altered by deletion of *CEN5*, were indeed similar between the neocentromeric and wild type strains (correlation between the profiles r = 0.92−0.95 versus 0.36 for chromosome 5).

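Across positions, Pearson's r between the profiles was 0.950 on Chr2 (jackknife standard error 0.015 over 10 blocks), 0.922 on Chr3 (0.016) and 0.364 on Chr5 (0.29). Positions of a smoothed profile are not independent replicates, so r was tested against shifts of 1 profile along the chromosome. The one-sided circular-shift test with 10000 permutations gave p = 7.0e-04 for Chr2, 0.0011 for Chr3 and 0.035 for Chr5, or 0.0016, 0.0016 and 0.035 after Benjamini-Hochberg adjustment over the 3 chromosomes. With 50 kb at each end and gap left out, r on Chr5 fell to 0.188 (p = 0.21, same permutation test), the only alternative under which a chromosome did not pass the threshold of 0.05. With 100 kb around CEN5 and neoCEN4 left out, r on Chr5 was 0.860. On the right arm beyond the MRS it was 0.956, and left of the MRS, over 100 kb from both sites, 0.554. The SD of the differences in replication time was 8.38% on Chr2, 8.47% on Chr3 and 26.3% on Chr5.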

To further test the hypothesis that centromeric activity can recruit replication determinants, we used a conditional promoter to manipulate the level of Cse4 expression and assayed the effect of Cse4 levels on the level of ORC-binding at centromeres. Consistent with the idea that centromeres recruit origins of replication, we found that over-expression of Cse4 resulted in increased levels of ORC at *CEN5*, while repression of Cse4 expression resulted in reduced levels of ORC (Figure 2D). Taken together, we conclude that centromeric determinants confer both the presence of replication origins and a distinct, early replication timing to the loci at which they reside.

### Sequence asymmetry at centromeric DNA suggests constitutive origin activity correlated with epigenetic inheritance of centromere positions

As in higher eukaryotes, *C. albicans* has regional centromeres with different primary sequences at each chromosome [18], [20]. Furthermore, centromeric DNA sequences are highly divergent between strains and related species, mutating at rates higher than those at intergenic regions and synonymous sites [21]. Despite this lack of homology, sequence analysis revealed a common feature among *C. albicans* centromeres: all of them have a sequence pattern that has been detected previously at replication origin sites of hundreds of bacterial, archeal, viral and organellar genomes that have a single replication origin in their genome [24]. This pattern, indicative of constitutive replication origin activity, is an asymmetric GC skew, in which G nucleotides are more abundant than C nucleotides on one side of the centromeric replication origins, and G nucleotides are less abundant than C nucleotides on the same strand on the other side of the centromere (Figure 3A, 3B, 3D). For A versus T nucleotides, a similar skew pattern was observed, in the opposite direction relative to the GC skew, with a lower magnitude, and with essentially the same position of switch in skew direction. A similar AT skew pattern is present in many of the species with single-origin genomes.

**Figure 3:**
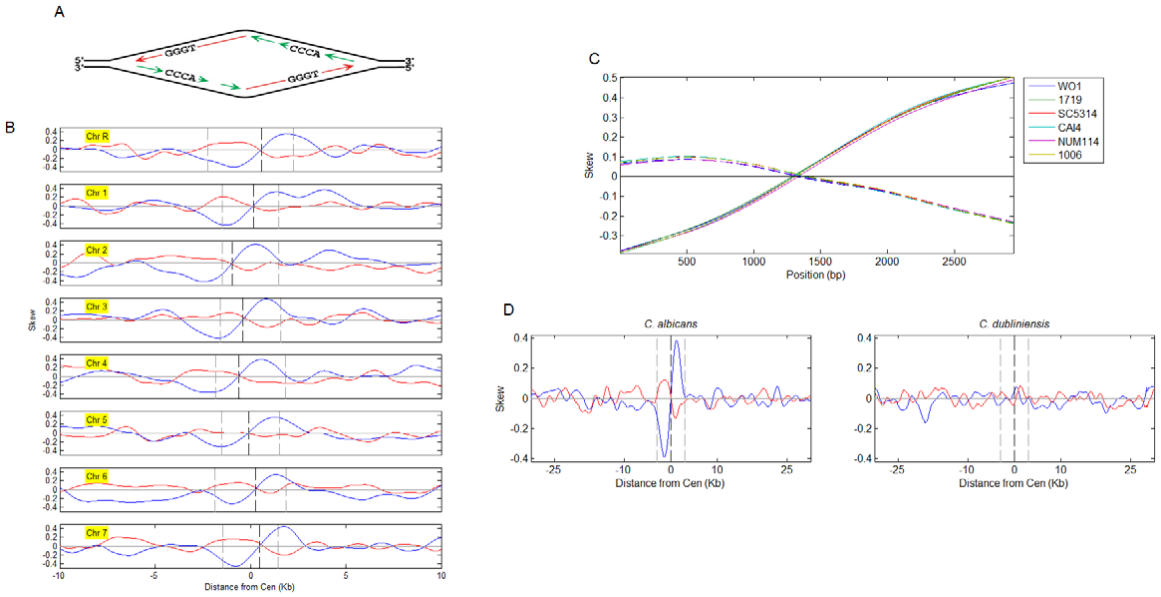
Nucleotide skew patterns and their correlation to syntenic conservation of centromere position. (A) A diagram of GC skew formation. G, and to a lesser extent, T nucleotides, are enriched on the leading strand. The location of the replication origin is the point of replication strand switch as well as the point of GC and AT skew orientation reversal. (B) GC (blue) and AT (red) skew at the *C. albicans* centromere regions. The opposite orientation of the GC and AT skews depends on the way the skews are defined (i.e. the same analysis with relation to ‘TA’ instead of ‘AT’ skews would result in the same orientation). Skew curves represent the degree to which base-pairs are oriented with a particular base on one (value of 1) or another (−1) of the strands (0- no skew). Centromeres are aligned at the center of the published centromere borders (dashed grey lines). Dashed black lines: GC skew zero-intersection points. GC-skewed regions also exhibited high GC content (Figures S4, S5, S6, S7); GC content at the centromeres exhibited a local drop within a region of increased GC content; nucleosome occupancy appeared to follow a similar pattern (Figure S6). (C) GC skew (solid lines) and AT skew (dashed lines) for *CEN1* of the *C. albicans* strains indicated. Based on sequence data for a DNA fragment containing *CEN1* from Ref. [20] (x-axis is position on the sequenced fragment). For strain WO-1, where the complete genome sequence is available, skew patterns were conserved at all centromeres (data not shown). (D) Average GC and AT skew patterns for *C. albicans* (based on individual chromosomes shown in (A) and *C. dubliniensis* (individual chromsomes are shown in Figure S9). Chromosomes were aligned at the GC skew zero-intersection points (dashed black line) and skew signals were averaged. Dashed grey lines delimit 3 kb regions to each side.

Such skew patterns are inferred to be a consequence of mutations that accumulate in a strand-specific manner: specific substitutions occur at different rates on the leading and lagging strands and the leading and lagging strands switch identities at the point of replication initiation (Figure 3A). Thus, a nucleotide skew pattern implies the presence of a replication origin at the point of symmetry switch [24]. This is consistent with our results detecting the presence of replication origins within centromeric regions. In particular, strong ORC-binding sites reside in very close proximity to the points of skew sign switch (Figure 1E and Figure S2)).

Moreover, skew patterns accumulate over evolutionary time scales, only in cases where a replication origin is consistently active for many generations; hence skews are evident in most genomes with single origins. Conversely, and despite the observation that replication fork asymmetry also causes a strand bias in mutagenesis experiments [25] in *S. cerevisiae*, skew signals are rarely detected in eukaryotic genomes, presumably because eukaryotic replication origins are not constitutively active at specific loci over long time periods.

Thus, the identification of asymmetrical skew patterns at centromeric replication origins of *C. albicans* suggests that these origins have been active in most, or all, cell cycles for many generations. Indeed, skew patterns are conserved among *C. albicans* strains that represent divergence times of 1-3 million years (Figure 3C; [20]). Furthermore, skew patterns are virtually identical at all centromeres in *C. albicans* and *C. dubliniensis* (Figure 3D and Figure S9), which diverged from each other ∼20 million years ago and share complete conservation of centromere synteny, yet no conservation of centromere primary DNA sequence [21]. The conservation of skew patterns at centromeres in both organisms suggests that DNA replication activity is intimately associated with the mechanism that has ensured the epigenetic inheritance of centromere synteny.

In scanning the entire *C. albicans* genome sequence, we found that the strongest skew patterns were at centromeres, but that skew patterns were also identifiable at many telomeres (Figures S4, S5, S6, S7). No skew patterns different than background were seen in any of the loci where neocentromeres have been observed to form (data not shown), indicating that skewed DNA is not an attractor for centromeric proteins. Rather, the lack of skew patterns at neocentromeric loci is consistent with the idea that skews only arise following constitutive origin activity at centromeres over evolutionary time scales.

### Evolutionary conservation of the centromere-early origin association

A DNA sequence pattern characterizing epigenetically-inherited centromeres provides a potential tool for predicting centromere locations in other species. Indeed, we found one distinctive skew pattern per chromosome, providing a prediction of centromere (and origin) locations, in two additional members of the *Candida* clade, *L. elongisporus* and *C. lusitiniae*, as well as in the more distantly related yeast, *Yarrowia lipolytica* (Figures S8, S9; Table S1). In *Y. lipolytica*, our approach re-identified the five known centromere locations (and predicts the centromere location of the sixth chromosome) in this species. Remarkably, *Y. lipolytica* centromeres were identified by searching for chromosomal sequences that function as DNA replication origins and subsequent work showed that, for *Y. lipolytica* plasmids, replication origin and centromere activity are inter-dependent [26], [27].

*S. pombe* centromeres also include several replication origins that fire very early in S-phase despite being embedded within heterochromatin [28]. We re-analyzed *S. pombe* replication timing microarray data (Materials and Methods), and found that *CEN1*, the only centromere that could be probed at sufficient resolution, is the first locus to replicate on chromosome 1 (Figure 4). Notably, no skew patterns were observed at *S. pombe* centromeric regions (data not shown). This is likely due to the presence of more than one origin within these regions. We suggest that centromeric skew patterns may be unique to species with smaller regional centromeres. In contrast, in a clade containing the *Saccharomyces* species (see Figure S9A), genetic, point-centromere positions have become fixed in DNA sequence [29] and do not coincide directly with replication origins. Nonetheless, generally early DNA replication surrounding centromeres (Figure 1H and 1I) could be an evolutionary remnant of replication-timing-dependent, epigenetically-inherited centromeres. Taken together, the association between centromeres and replication origins is conserved at least across a wide range of yeast phylogeny (Figure S9A). Since neither DNA sequence nor sufficient replication timing data are available for centromeric regions of higher model organisms, it remains to be determined whether this association is common among other eukaryotic species.

**Figure 4:**
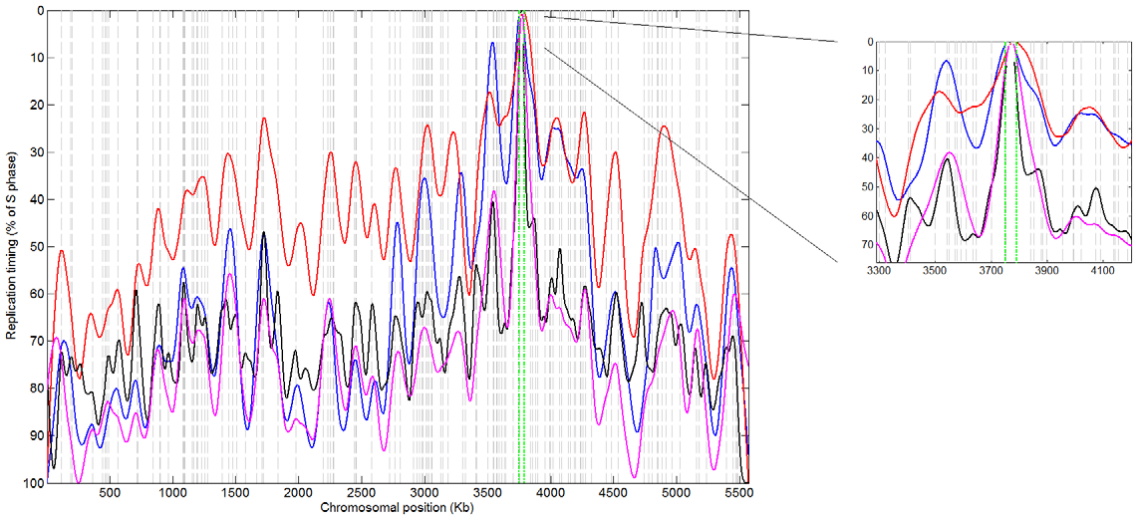
Replication timing profile of *S. pombe* chromosome 1. Replication timing microarray data for chromosome 1 from [35] (blue), [34] (red- time course experiment; black- HU experiment), and [36] (magenta) show early replication at *CEN1*. Green lines: centromere location; dashed grey lines: ORC binding sites that also incorporated BrdU [38].

## Discussion

This study provides the first comprehensive analysis of DNA replication of epigenetically-inherited centromeres. Our results show that centromeres replicate at a distinct time from the rest of the chromosome, centromeric determinants can change the replication time of the loci at which they reside, and the DNA replication properties of centromeres are linked to their epigenetic inheritance over evolutionary time scales. Based on this, we propose a self-reinforcing, positive-feedback loop model, in which centromeric determinants affect DNA replication timing and in turn, a distinct replication time facilitates the recruitment of centromeric determinants to that specific locus (Figure 5). Specifically, centromere site specification by Cse4 nucleosomes recruits factors that mediate replication initiation at a distinct time at the very beginning of S-phase (Figure 2). Furthermore, we speculate that early, distinctive replication timing, in turn enables subsequent deposition of centromere-specific proteins such as Cse4 nucleosomes at the region that is first to replicate, for instance due to elevated levels of these proteins in the very beginning of S-phase [11]–[14]. In particular, it has previously been shown in *S. pombe* that expression of Cse4 occurs from late-M to G1/S phase, and precedes maximal expression of histone H3 in S-phase [11]. 

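With the profiles interpolated linearly from the centromeric peak to the next valley on each side and an S-phase of 15.6 minutes (Figure S3), the later of the loci 3 kb from the peak replicated after 13.2 seconds on ChrR, 14.5 on Chr2, 16.9 on Chr7, 20.2 on Chr1, 20.8 on Chr4, 23.5 on Chr5 and 23.8 on Chr3. The smoothed profile without interpolation gave at most 3.55 seconds. Measured 3 kb on each side of the GC skew zero-intersection point in place of the peak, the latest value was 114 seconds. Around the peak again, but with all chromosomes on 1 scale, an alternative chosen after the data were seen, the latest value was 97.3 seconds, which counts from the earliest point of the genome and so includes the later start of some centromeric peaks. The times by chromosome are counted from a peak set at 0% and have no replicate error here.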

Our calculations suggest that centromeric chromatin is replicated very rapidly- within the first <20 seconds of S-phase in *C. albicans* (Materials and Methods). Further studies will be required to link the distinct timing of CENP-A deposition and the time of centromere replication.

**Figure 5:**
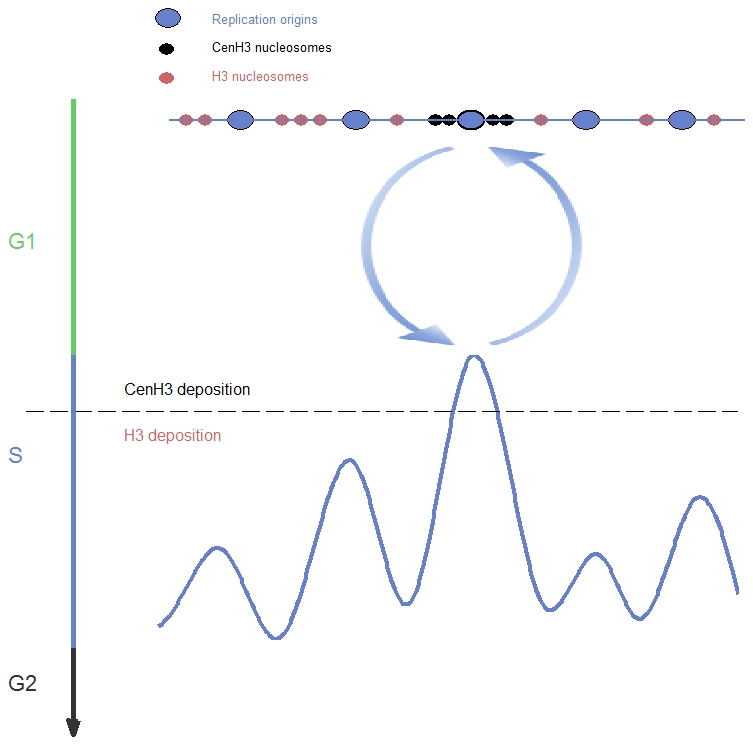
A model of DNA replication-timing–dependent epigenetic centromere inheritance. Two processes contribute to a self-reinforcing feedback loop: replication origin sites embedded within centromeric chromatin (upper part) are activated earlier than other origins (lower part); and assembly of centromeric chromatin occurs in very early S-phase, while canonical chromatin is replicated later.

This self-reinforcing association between centromere determinants and early replication timing does not require a particular underlying DNA sequence, establishing it as an epigenetic system. This epigenetic system determines centromere position, as well as replication timing and the constitutive nature of centromeric replication origins, which our results show for the first time can be determined epigenetically. Early and constitutive replication are directly related to each other, as a locus that replicates first will never be passively replicated and hence will be active in every cell cycle. The combination of constitutive origin activity and the relaxation of sequence constraints that stems from the epigenetic nature of this system, enables the underlying DNA to mutate at elevated rates, explaining previous observations that centromeric DNA mutates at high rates while centromere position remains unaltered [21], [30]. We now show that centromeric DNA in several yeast species mutates with a specific sequence bias due to the influence of a centromere-associated replication origin.

We describe a novel type of epigenetic inheritance mechanism that is directly related to the fundamental mechanism of genetic inheritance in that both depend on DNA replication. Centromeres are maintained at specific chromosomal positions in a highly robust manner that is crucial for ensuring high-fidelity chromosome segregation; thus, this replication-timing-dependent epigenetic inheritance mechanism may confer a level of stability unprecedented for an epigenetic system. Finally, another attractive aspect of this model is that, instead of requiring a specialized mechanism for inheritance of centromeric nucleosomes outside of S-phase [11], [17], it directly connects centromeric nucleosome inheritance with DNA replication, similar to the inheritance of canonical nucleosomes that occurs following passage of the replication fork.

## Materials and Methods

### Strains and media

Strains SC5314 (wild type; diploid) and YJB9929s [7] (homozygosed for chromosome 5 subsequent to neocentromere formation) were grown in YPAD media at 30°C. Strain CAKS3b in which Cse4 expression is under the control of the glucose-repressible *PCK1* promoter [31] was grown in YPA-succinate to induce Cse4 overexpression and diluted into fresh YPA-succinate or into YPAD to repress expression and grown for 6 hours at 30°C before harvesting cells.

### Replication timing

FACS and replication timing microarray experiments and analysis were as previously described [22]. Agilent arrays (2×105 format) were custom designed with probes spaced every 140 bp, on average, across the entire genome (assembly21). The experiment was repeated four times with correlation and autocorrelation values comparable to those previously obtained [22] (data not shown), validating the high quality of the data. Strain YJB9929s was repeated twice with a microarray that included the same probes for chromosomes 2, 3 and 5 only. Microarray data have been submitted to GEO (http://www.ncbi.nlm.nih.gov/geo/) with accession number GSE17963.

The experimental repeats were weighted-averaged using Tukey's biweight method [22] and the averaged data was smoothed using a smoothing spline (as implicated in the Matlab function Csaps), which optimizes the degree of curvature versus deviance from the data, with the parameter chosen determining the weight of these two criteria. The parameters chosen for the different chromosomes were as follows (numbers are the -log10 of the parameters provided to Csaps): ChrR: 16; Chr1,2: 15.75; Chr3: 15.25; Chr4; 15; Chr5,6,7: 14.75 (generally a function of chromosome length). This choice of parameters maximized the similarity to the *S. cerevisiae* data with respect to the significance of frequency components retained (data not shown), enabling valid comparison of the number of replication origins between *S. cerevisiae* and *C. albicans* (Figure S3).

The rDNA and chromosome 5 Major Repeat Sequence (MRS; which is larger than 50 Kb on chromosome 5) loci were treated as data gaps; the corresponding chromosomes were smoothed separately on each side of these gaps (with the same parameter). 

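The scores were also scaled once over all chromosomes, a choice made after the data were seen. On this scale the centromeric origins were activated at 0% (CEN5), 1.63% (CEN2), 3.66% (CEN1), 4.80% (CEN3), 5.08% (CEN7), 5.70% (CEN4), 9.32% (CENR) and 12.6% (CEN6). Outside Chr6, 2 non-centromeric origins came before CENR, that at 427 kb on Chr3 (8.87%) and that at 2157 kb on Chr2 (9.28%), and 6 of the 7 centromeric origins came before all non-centromeric ones. With Chr6 included, 5 non-centromeric origins came before CEN6. The mean activation time of the 7 centromeric origins was 4.31%. The margins involved are smaller than the spread between matched origins of the 2 strains. After every chromosome was brought to the smoothing parameter of ChrR, no non-centromeric origin outside Chr6 came before the last centromeric origin, whereas with Chr6 included 2 came before CEN6. The averaged replication time around centromeres reached the mean of all positions at 163 kb on this scale.

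**Figure D4:**
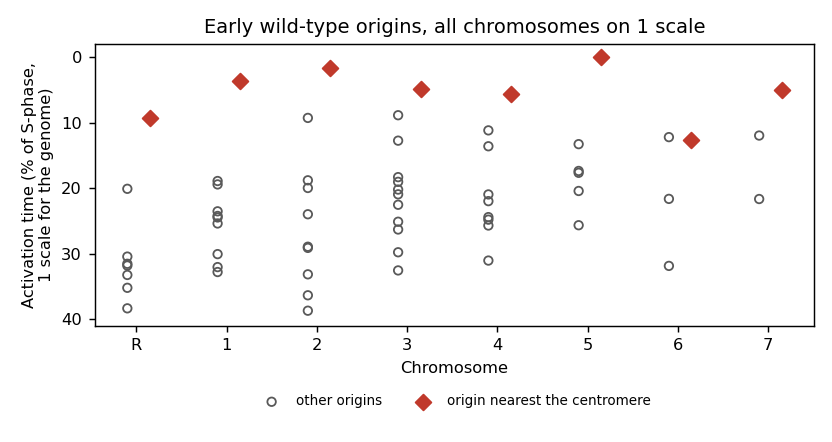
Activation time, in percent of S-phase on 1 scale for the whole genome, of wild-type origins activated by 40%, by chromosome. Diamonds are the origins nearest the centromere, from 0% on Chr5 to 12.6% on Chr6, and circles the other origins, of which those on Chr3 and Chr2 at 8.87% and 9.28% come before CENR at 9.32%.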

Scaling the entire genome, rather than individual chromosomes, to 0–100, had little if any effect on the data.

### Origin analysis

2D gels were performed as previously described [32]. Chromatin immunoprecipitation was as previously described [7] with polyclonal antibodies against the entire ORC complex [33] kindly provided by Stephen P. Bell. PCR was performed with 33 primer pairs interrogating the *CEN5* region or 24 primer pairs for the neocentromere region; data was averaged over two experimental repetitions and three consecutive primer pairs. RT-PCR was performed in duplicates using the LightCycler 480 system according to the manufacturer's instructions. ChIP-chip was performed in nine biological repeats according to Agilent protocols and will be described in detail elsewhere together with a complete list of replication origin sites (A.K., H-J.T, L.B. and J.B, manuscript in preparation). Results remained unaltered when normalizing to probe GC content.

### Analysis of *S. pombe* replication microarray data

Datasets used were: a 65, 75, 85, 95 minutes S-phase time course experiment [34]; a replication timing in HU experiment performed in three repeats[34]; a single experiment using ssDNA mapping [35]; and a two time point (2 h, 4 h) S-phase time course experiment [36]. Chromosomes 2 and 3 had probe gaps of ∼50–80 Kb in the centromere region and thus were not amenable to centromere replication timing analysis. Data from each dataset was weighted-averaged over three consecutive probes and all the time points/repetitions of that experiment and smoothed using spline parameters (as above) of 17 for all experiments and 16 for the HU experiment (use of a parameter of 17 did not alter the result for the centromere). This data analysis approach effectively removes outlier data points that prevented the previous identification of *CEN1* as the first locus to replicate on chromosome 1.

### Time to replicate centromeric DNA

To avoid influences of the data smoothing on replication fork progression near origins [22], we linearly interpolated the replication profiles from peaks to valleys. Replication timing was converted to minutes by multiplying replication time in percent by the total duration of S-phase in minutes (Figure 1). The latest replication timing of the loci 3 Kb from each side of the centromere-proximal origin on each chromosome (excluding chromosome 6 as indicated above) was the time to replicate each centromere.

### Sequences and gene annotations

Genome sequences were obtained from the following sources: *Candida albicans* (assembly 21): from CGD (*Candida* Genome Database; http://www.candidagenome.org/); *Saccharomyces cerevisiae*: from SGD (*Saccharomyces* Genome Database; http://www.yeastgenome.org/); *Candida dubliniensis, Schizosaccharomyces pombe*: from The Wellcome Trust Sanger Institute (http://www.sanger.ac.uk/sequencing/Candida/dubliniensis/), with gene annotation from GeneDB (http://www.genedb.org/genedb/); *Candida albicans* strain WO-1, *Candida guilliermondii*, *Candida lusitaniae*, *Candida parapsilosis*, *Candida tropicalis*, *Debaryomyces hansenii*, *Lodderomyces elongisporus*: from the Broad Institute (http://www.broadinstitute.org/annotation/genome/candida_group/MultiHomehtml); *Pichia stipitis*: from JGI (http://genomejgi-psf.org/Picst3/Picst3homehtml); *Yarrowia lipolytica*: from Genolevures (http://www.genolevures.org/indexhtml) (with centromere positions from [37]).

### Sequence skew analysis

GC skew was calculated as (G−C)/(G+C), AT skew as (A−T)/(A+T), and each was smoothed using a smoothing spline with parameters equivalent to smoothing by sliding windows of ∼1.5 Kb. For identifying strong skew patterns in the genome (see Figure S5), we categorized intergenic regions by the combination of length, GC content, and either of several parameters of: GC skew, AT skew, GC content, proximity of the latter to each other (of zero-intersection points for skews and extrema for GC content), and combinations thereof. We then searched for a discrete cluster in any of these parameters.

## Supporting Information

Figure S1 Replication profile of chromosome 6. As in Figure 1B. *CEN6* replicated within the first 1% of S-phase with another origin on chromosome 6 replicating at 0%; however, in the vicinity of both origins there were large (>5 Kb) probe gaps; in addition, *CEN6* is telocentric. 

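The peak nearest CEN6 was at 965 kb, 16.9 kb from the skew zero-intersection point, and was activated at 0.579% of S-phase, against 0% for the peak at 852 kb. The peaks were 0.443 and 0.447 in the deposited score, a difference far below the spread between matched origins. The skew zero-intersection point itself replicated at 6.69%. Chr6 had 14 origins in all. With Chr6 included, the mean distance from centromere to nearest origin was 12.4 kb, and 7 of the 8 centromeric origins were the earliest of their chromosome. Filtered to the smoothing of ChrR, the centromeric origin was the earliest on 8 of 8 chromosomes, but the filter was not tested this close to a chromosome end.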

For these reasons we consider the centromere replication timing for this chromosome as less reliable. Chromosome 6 was also not included in the *C. albicans* data used for generating Figure 1G and 1I.
(0.14 MB TIF) Click here for additional data file.

Figure S2 ChIP-chip data for all centromeric regions. The green lines correspond to the published centromere borders. The black line is the GC skew zero-intersection point (Figure 3B). x-axis: chromosomal position (Kb). y-axis: normalized log2 IP/WCE.
(0.12 MB TIF) Click here for additional data file.

Figure S3 Properties of the replication program. Distribution of (A) origin initiation time, (B) replication termination time, (C) inter-origin distances, and (D) inter-origin time differences, for *C. albicans* (blue) and *S. cerevisiae* (green). Data from all the chromosomes was used to generate these figures. Origins numbers (and hence inter-origin distances) depend on smoothing parameters, and these were chosen to be maximally consistent between the two species (Methods). Our conclusion that the density of replication origins is significantly lower in *C. albicans* can also be reached independently by autocorrelation analysis, which is applied prior to smoothing (see [22]; data not shown). *S. cerevisiae* has more origins in early S-phase (A) which are clustered in space (C) and time (D) and therefore terminate early (B), thereby not contributing to the overall speed of S-phase. In *C. albicans*, this class of origins is not present, and origins are instead more uniformly distributed in S-phase (A), are more separated in space (C) and time (D) and are associated with replication forks that extend over a larger portion of S-phase, thus terminating late (B). 

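Over the 8 chromosomes of the wild-type profile, 10 of 128 origins (the centromeric ones included) were activated before 5% of S-phase and 29 (22.7%) before 20%. Their median activation time was 42.7%. The 127 local minima, taken as sites of termination and including some outside the outermost origins, had a median time of 70.5%, with quartiles of 57.1% and 84.2%. Of these minima, 2 fell before 20% of S-phase (1.57%).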

The percentage of *C. albicans* cells in G1, S and G2 phases (Figure 1A) was 47%, 24% and 29%, respectively. This corresponds to 30.5, 15.6 and 18.9 minutes, for a total generation time of 65 minutes. In comparison, S-phase in *S. cerevisiae* lasts 17 minutes [22]. Thus, while length of S-phase is not extended in *C. albicans* relative to *S. cerevisiae*, in *C. albicans* there is less origin redundancy.
(0.19 MB TIF) Click here for additional data file.

Figure S4 Identification of skew locations. Since GC skew is also associated with high GC content, we used both criteria in order to scan for skew patterns. In the figure, each dot represents an intergenic region. Centromeres are represented by open diamonds and telomeres by ‘+’ signs. The Y-axis refers to the summed skew level for GC skews that change from negative to positive (the highest score was used for intergenic regions which had more than one such skew pattern). The colorcode denotes the length of the intergenic region. Besides the eight centromeres, nine telomeric sites could be identified with comparable levels of GC skew and even higher GC content (and see Figure S5). GC skews at telomeres have also been described in *S. cereviaise* [Gierlik et al], however they are single sided rather than asymmetrical (data not shown), probably arising due to the uni-directional replication from the terminal origins on each chromosome to the ends of that chromosome. Two additional telomeric sites (one of them, Tel6R, in a short intergenic region- see Figure S5) and two internal replication origins could be identified with weaker skew levels. The non-centromeric origins associated with skew signals were not early replicating compared to average. Other than those shown in the figure, replication origins in general did not have stronger skew levels than non-origin sites (not shown). The high correlation between strong skew patterns and elevated GC content (see also Figures S6, S7) suggests that the same mutational mechanism may cause both. Centromere and telomere loci could also be identified with other skew parameters, such as a minimal GC skew level on either side of a zero-intersection point associated with a reverse-sign AT skew. [Gierlik A, Kowalczuk M, Mackiewicz P, Dudek MR, Cebrat S (2000) Is there replication-associated mutational pressure in the Saccharomyces cerevisiae genome? J Theor Biol 202: 305–314.]
(0.07 MB TIF) Click here for additional data file.

Figure S5 Telomere skew patterns. As in Figure 3A; left and right *C. albicans* telomeres are shown on the left and right subplot columns, respectively. Dashed grey lines- borders of the intergenic region containing the skew pattern; when one dashed gray line is present, the other is the end of the chromosome. Red boxes denote telomeres identified by the genomic search for GC skew (Figure S4). The DNA region from the most terminal replication origin site to the corresponding end of the chromosome is always replicated in one direction and will thus show skew patterns, depending on the presence of mutational strand biases in the studied organism, and the absence of selective pressure in this region. For instance, GC and AT skews are observed at *S. cerevisiae* telomeres albeit they are not asymmetrical but rather single-sided (data not shown). This is consistent with multiple potential origins sites at telomeres [33] that are active alternatively. The identification of asymmetrical skew patterns at *C. albicans* telomeres suggests that they contain a single, isolated, active replication origin. This is also consistent with the differences in telomere replication timing between the two yeasts (Figure 1H).
(0.15 MB TIF) Click here for additional data file.

Figure S6 GC content and nucleosome occupancy at *C. albicans* centromeres. (A) Averaged GC content for the centromere regions (black; as in Figure 3B) reveals a local drop at the GC skew zero-intersection point. Since ORFs have a higher GC content than intergenic regions (see Figure S7), we also analyzed GC content for noncoding sequences only, i.e. intergenic regions and 4-fold degenerate (synonymous) 3rd codon positions (blue). This revealed the elevated GC content of the centromeres relative to surrounding sequence. (B) Analysis of GC skew for only non-coding sequence provides the same skew patterns as for all sequence (Figure 3D). (C) Averaged nucleosome occupancy (data from [Field, et al. (2009)]) for the centromere regions, aligned at the GC skew zero-intersection point as above. Previous work showed that replication origins reside in regions with low nucleosome occupancy [Field, et al. (2008)], however centromeres have high nucleosome occupancy [Segal, et al.]. The centromeres/origins in *C. albicans* appear to follow both trends, with a local drop in nucleosome occupancy flanked by short regions of high occupancy. This pattern resembles that of the GC content data (A) and was observed only for *in vivo* nucleosone occupancy data and not for *in vitro* data (data not shown). This implies that physiological activity and not DNA sequence *per se* affects nucleosome occupancy in the centromere regions. [Field Y, Fondufe-Mittendorf Y, Moore IK, Mieczkowski P, Kaplan N, et al. (2009) Gene expression divergence in yeast is coupled to evolution of DNA-encoded nucleosome organization. Nature Genetics 41: 438–445. Field Y, Kaplan N, Fondufe-Mittendorf Y, Moore IK, Sharon E, et al. (2008) Distinct modes of regulation by chromatin encoded through nucleosome positioning signals. PLoS Comput Biol 4: e1000216. doi:10.1371/journal.pcbi.1000216. Segal E, Fondufe-Mittendorf Y, Chen L, Thastrom A, Field Y, et al. (2006) A genomic code for nucleosome positioning. Nature 442: 772–778.]
(0.15 MB TIF) Click here for additional data file.

Figure S7 GC content of centromeres. Shown are the distributions of GC content for ORFs (green), intergenic regions (black) and centromeres (red).
(0.16 MB TIF) Click here for additional data file.

Figure S8 Since skew patterns provide a sequence footprint for ancient centromere-origins, we asked if similar patterns could be identified over a broader phylogenetic range by searching several yeast genomes for intergenic regions with distinctive skew and GC content values (Methods and see Figure S4). The figure shows the average skew and GC content patterns, with individual chromosomes shown in Figure S9. Skew and GC content (black) are shown on the same scale, as level or fraction, respectively. We identified skew patterns, which appeared only once per chromosome, in *L. elongisporus* (A) and *C. lusitinae* (B), as well as in the distantly related species *Yarrowia lipolytica* (C). In *Y. lipolytica*, our approach re-identified the five known centromere positions in this organism [26]. Remarkably, the latter were identified by searching for chromosomal sequences that function as DNA replication origins [27] and subsequent work showed that, for *Y. lipolytica* plasmids, replication origin and centromere activity are inter-dependent [26]. Interestingly, an AT skew was present to similar extents in the three species as it was in *C. albicans* and *C. dubliniensis* (Figure 3); in contrast, GC skew followed an evolutionary path from being not present (in *Y. lipolytica*), to equivalent in magnitude to the AT skew (in the predicted centromeres), and to significantly stronger (in *C. albicans* and *C. dubliniensis*). GC content was correlated with the extent of GC skew: it showed a local drop when a GC skew was absent, but was progressively higher with the increase in GC skew levels (see also Figure S7). Together, this suggests that different replication-dependent mutational mechanisms operated in different lineages.
(0.06 MB TIF) Click here for additional data file.

Figure S9 Skew patterns for different species. (A) Phylogenetic tree of species analyzed in this study and related species (modified from Genolevures (http://wwwgenolevuresorg/indexhtml)). WGD: whole genome duplication. ‘CUG’ clade: the *Candida* species clade, in which the CUG codon encodes Serine instead of Threonine. ‘Point centromeres’: centromeres defined by a short consensus sequence. (B–F) As in Figure 3B; GC and AT skews for separate chromosomes in the indicated species. Grey- borders of the intergene containing the skew pattern, except for *C. dubliniensis*- borders of reported Cse4 binding sites. See Table S1 for coordinates of skew zero-intersection points and corresponding intergenic region borders. No skew signals were identified in *C. guillermondii*, *D. hansenii* and *C. tropicalis*. However, since centromere locations are unknown for these species, it remains possible that centromeres are associated with skew and GC content patterns that are not strong enough to be recognized unequivocally. No skew signals were identified in the S. *pombe* genome despite the presence of active (and early) replication origins within the centromere regions [28]; this could be explained by alternate firing of different origins within the centromere region, by a different mutational mechanisms, or by functional constraints. No skew signals were identified in the *S. cerevisiae* genome, with the exception of single-sided GC and AT skews at the telomeres (data not shown). Higher eukaryotes were not analyzed since the centromere region is typically unsequenced and replication timing data is unavailable. (B) *C. dubliniensis*- one additional non-centromeric skewed site was identified, but was not analyzed further. However, the skew levels at this site were weaker than all centromeric skew levels besides those of *CEN4*. Telomeres did not have skews as in *C. albicans* (not shown). (C) *L. elongisporus*- sequences were aligned at the GC skew zero-intersection point. *CEN6* is telomeric- the right side of the plot is the end of the chromosome. Skewed DNA on chromosomes 5 and 9 was flanked by long repetitive DNA (data not shown). Skew patterns were not identified in chromosomes 2 and 11, although a single long repetitive region was present in each of these chromosomes (not shown). The skew in chromosome 7 was different in that it was not associated with a high GC content. Chromosomes 2, 7 and 11 were not used for generating the average skew profile shown in Figure S8. (D) *Pichia stipitis*- clusters of repetitive same-sign overlapping GC and AT skews in very large intergenic regions (20–40 Kb), with overall high GC content (see also Figure S7) but no particular GC content extrema, were identified on eight out of nine chromosomes. Further investigation would be required in order to determine whether these sites correspond to centromeres and/or replication origins. (E) *C. lusitiniae*- sequences were aligned at the GC skew zero-intersection point. GC content (Figures S8, S9) dropped both locally, at the skew zero-intersection point, and globally, over a range of ∼30 Kb to each side. (F) *Y. lipolytica*- sequences were aligned at the AT skew zero-intersection point. The predicted sites based on skew patterns coincide or flank previously characterized centromere positions for chromosomes 1–5 [26]. The skew analysis also predicts the location of the chromosome 6 centromere, which has not been previously identified.
(0.44 MB PPT) Click here for additional data file.

Table S1 Predicted centromere/origin locations by skew patterns in all species.

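The skew zero-intersection points of the C. albicans chromosomes lie in intergenic regions of 3.79 kb (CEN3) to 17.5 kb (CEN1). The wild-type replication time at these points was 0.0153% of S-phase at CEN1, 0.0558% at CENR, 0.962% at CEN2, 2.91% at CEN4, 3.66% at CEN3 and 5.79% at CEN7, and later at CEN5 and CEN6. The share of the chromosome that replicated before the point ran from 0.0671% for CEN1 to 5.37% for CEN6.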

(0.06 MB DOC) Click here for additional data file.

# Supplementary material for: Epigenetically-Inherited Centromere and Neocentromere DNA Replicates Earliest in S-Phase
**Source:** PLoS Genet. 2010 Aug 19;6(8):e1001068. doi: 10.1371/journal.pgen.1001068
**Supplement:** Table S1 — Predicted centromere/origin locations by skew patterns in all species. (0.06 MB DOC)

Table S1. Predicted centromere/origin locations by skew patterns in all species

C. albicans

| Chr | Intergenic region- left border | Intergenic region- right border | GC skew zero-intersection point |
| --- | --- | --- | --- |
| R | 1743293 | 1748790 | 1746006 |
| 1 | 1561482 | 1578966 | 1564658 |
| 2 | 1923104 | 1930309 | 1927785 |
| 3 | 822375 | 826160 | 824518 |
| 4 | 990509 | 996164 | 993772 |
| 5 | 467791 | 473410 | 470131 |
| 6 | 978543 | 984556 | 982170 |
| 7 | 423406 | 429946 | 427735 |

*C. dubliniensis*

| Chr | Intergenic region- left border | Intergenic region- right border | GC skew zero-intersection point |
| --- | --- | --- | --- |
| R | 1713450 | 1722609 | 1718493 |
| 1 | 1594163 | 1611889 | 1598250 |
| 2 | 1941422 | 1947217 | 1944848 |
| 3 | 869105 | 869802 | 869388 |
| 4 | 1028924 | 1036395 | 1030719 |
| 5 | 494073 | 500591 | 497510 |
| 6 | 1001458 | 1009565 | 1005103 |
| 7 | 434210 | 439177 | 437015 |

*L. elongisporus*

| Chr | Intergenic region- left border | Intergenic region- right border | GC skew zero-intersection point |
| --- | --- | --- | --- |
| 1 | 1451774 | 1457402 | 1454081 |
| 2 | Not identified | Not identified | Not identified |
| 3 | 801410 | 804331 | 802976 |
| 4 | 50972 | 57004 | 55269 |
| 5 | 740603 | 745641 | 742698 |
| 6 | 1241160 | 1246124 | 1244175 |
| 7 | 892974 | 895527 | 893593 |
| 8 | 18056 | 21336 | 19666 |
| 9 | 418797 | 431998 | 428643 |
| 10 | 447460 | 450525 | 450030 |
| 11 | Not identified | Not identified | Not identified |

*P. stipitis*

| Chr | Intergenic region- left border | Intergenic region- right border |
| --- | --- | --- |
| 1 | Not identified | Not identified |
| 2 | 97050 | 125137 |
| 3 | 1668430 | 1706643 |
| 4 | 1414539 | 1450323 |
| 5 | 1030956 | 1057832 |
| 6 | 646811 | 669916 |
| 7 | 886381 | 916530 |
| 8 | 258136 | 299533 |
| 9 | 290537 | 326613 |

*C. lusitiniae*

| Chr | Intergenic region- left border | Intergenic region- right border | GC skew zero-intersection point |
| --- | --- | --- | --- |
| 1 | 1055556 | 1060408 | 1058107 |
| 2 | 1806190 | 1809472 | 1807490 |
| 3 | 1158004 | 1162378 | 1160319 |
| 4 | 140508 | 145188 | 142975 |
| 5 | 286972 | 290895 | 289157 |
| 6 | 278061 | 282979 | 280484 |
| 7 | 375217 | 378464 | 376511 |
| 8 | 158650 | 164422 | 160603 |

*Y. lipolytica*

| Chr | Intergenic region- left border | Intergenic region- right border | AT skew zero-intersection point |
| --- | --- | --- | --- |
| 1 | 1004263 | 1009200 | 1007740 |
| 2 | 714401 | 717361 | 715506 |
| 3 | 2136332 | 2138988 | 2137702 |
| 4 | 1924814 | 1928725 | 1926985 |
| 5 | 1835944 | 1838411 | 1837584 |
| 6 | 1944840 | 1949620 | 1945785 |

How the deposited data were processed for this re-analysis (not part of the article)

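Replication timing was measured in the wild-type strain SC5314 on 4 arrays and in the neocentromere strain YJB9929s on 2 arrays, each comparing DNA of sorted S-phase and G1-phase cells. S-phase DNA was labeled with Cy5 on 2 wild-type arrays and 1 YJB9929s array and with Cy3 on the others. The authors normalized the arrays, averaged the repeats of each strain with Tukey's biweight method, smoothed the average with a smoothing spline whose parameter depended on the chromosome, and deposited 1 profile per strain. The deposited values are a signed score every 10 bp in assembly 21 coordinates, higher where replication is earlier. Its log base is not given in the sources used here, and neither are the details of the normalization. The design of the tests had assumed profiles already scaled from 0 to 100. The deposited score is not scaled, so the scaling was applied here. The tests were kept as planned.

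Each chromosome was scaled from 0 (its highest score) to 100 (its lowest), and the result is called percent of S-phase. Local maxima inside a chromosome or a stretch between gaps were taken as origins and local minima as termini. Maxima at the ends of a chromosome or gap were not counted. Centromeres were placed at the GC skew zero-intersection points of Table S1, and neoCEN4 at 170 kb, read from Figure 2. Chr6 was left out of genome-wide comparisons, as in Figure 1, but kept for inter-origin distances, as in Figure S3. The text names the 8 centromeres, neoCEN4 and the MRS gap, on each chromosome the earliest origin, the origin nearest the centromere and the earliest non-centromeric origin, the 5 earliest non-centromeric origins, the origins of Chr5 in the first 30% of S-phase in either strain, the 3 largest advances and delays on Chr5 at least 50 kb apart, the largest differences on Chr2 and Chr3, and loci named in the paper. This rule, the tests and the alternatives were set before the data were examined, unless stated otherwise. The matching of origins between the strains and the use of their spread, the distances at which replication time was tested, the jackknife and the simulations of noise were not part of that plan. The weak wild-type peak at 160.3 kb, the peak of YJB9929s nearest CEN5, the wild-type origins at 638, 847 and 920 kb on Chr5 and the ends of chromosomes fall outside it. They were chosen after their values were seen.

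Distances from centromeres to origins, and replication times at 9 distances up to 250 kb from the centromere, were tested against 100000 draws of 1 random position per chromosome, a resampling test of the permutation kind that draws positions with replacement. The identity of the earliest origin was tested with an exact test within chromosomes, and the mean activation time with 100000 permutations of the centromeric label within chromosomes. The scaling fixes the outcome of the latter once the earliest origin is known, so its p is not used. Inter-origin distances were tested against 10000 random placements. Correlations between profiles were tested with 10000 circular shifts, with standard errors from a jackknife over 10 blocks. The profiles are averages over arrays, so no test on replicates was made, and the number of arrays limits the precision. The spread between the strains on Chr2 and Chr3 was used in its place. Calculations used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1 and pandas 2.3.3.

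The calculations were tested on simulated data. On 50 simulated chromosomes, 96.2% of 450 known origins were found within 25 kb. These origins were spread nearly evenly, peaks had to stand out by at least 5% of the range, and the lightest spline parameter, 14.75, was used. The check therefore does not cover smaller peaks, close origins or heavier smoothing, although every local maximum was counted as an origin in the data. Of 200 pairs of unrelated smoothed profiles, 4.0% gave a p under 0.05 in the circular-shift test, as did 4.5% of 200 random placements in the test of spacing and 3.0% of 200 sets of random sites in the random-position test. The simulated profiles were periodic, and the placements and sites were drawn as each test assumes. Such rates check the calculation only, not the tests on real profiles with ends and gaps. A profile brought from the spline parameter of Chr5 to that of ChrR had a correlation of at least 0.9996 with direct smoothing in 10 simulations, over positions more than 100 kb from the ends. Closer to the ends, where the CEN6 peak lies, the filter was not tested.

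Alternatives covered what counts as an origin, the position of the centromere, the reference level, the scaling, the type of correlation, the ends of chromosomes, the length of S-phase and each chromosome left out in turn. Scaling over the whole genome, with and without equal smoothing, and the flanks of CEN5 were added after the data were seen. Values for single arrays, values before smoothing and the genome sequence of assembly 21 were not used here, so fits per array, other spline parameters and GC skew were left out.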

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

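The test below was chosen after the result was seen.

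The left end of Chr3 stood out between the strains, in a region the paper does not discuss. At 0.40 kb, the first position of the profile, replication time was 46.2% of S-phase in the wild type and 100% in YJB9929s, a difference of 53.8%. Over positions of Chr2 and Chr3 more than 50 kb from an end, the differences had an SD of 8.25% and ran from -24.6% to 18.4%. The difference fell back within 2 SD of the mean of those positions after 19.3 kb. In the deposited score the end changed from 0.111 to -0.685, so the change does not come from the scaling. An end effect of the smoothing, in which a spline is held by data on a single side and averages of 2 arrays are noisier, would be seen at other ends too. The left ends of Chr2 and Chr3 had been seen when the limit was set that more than 2 ends must be beyond 2 SD for this explanation to be favoured. Of the 6 ends of Chr2, Chr3 and Chr5, 2 were beyond 2 SD, the other being the left end of Chr2, with a difference of 21.2% over 45.7 kb. The remaining ends differed by -10.7% to -19.9%, within 2 SD of the mean. With values for single arrays not analysed here, an end effect of the smoothing and a true change of the subtelomeric region in this strain, such as a loss of DNA, cannot be told apart. The strain, which was made by deletion of CEN5 and homozygosis of Chr5, stays an open biological explanation that was not tested.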

How the results depend on the processing

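Recomputing the results under the alternatives gave 173 values. Of these, 166 kept their direction and their side of the threshold, or moved by less than the spread between the strains (counts by less than 1.5 times), and none was reversed. This count is lenient where the spread is wide. The time to replicate centromeric DNA is counted as kept at 3.55 seconds (profile without interpolation) and at 97.3 seconds (1 scale for the genome) against 23.8 seconds, since the SD between matched origins is 84.9 seconds, which is not an error of this measure. The mean distance from centromere to origin is counted as kept at 4.29 kb, since its test stayed past the threshold. The values kept include the mean activation time of centromeric origins, which the scaling by chromosome fixes, and the 56 values obtained by leaving out 1 chromosome at a time. There, the mean distance from centromere to nearest origin stayed between 10.6 kb (without Chr5) and 13.6 kb (without Chr1), the mean replication time 50 kb from the centromere between 21.2% and 22.9% of S-phase, and the distance at which the mean curve reached the average between 158 and 171 kb.

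The separation of centromeric from other origins depended on the set of chromosomes and on the scale. The number of non-centromeric origins no later than the last centromeric origin was 0 on the chromosomes of Figure 1C, 1 with Chr6 included and 2 with these chromosomes on 1 scale for the whole genome (5 with Chr6 included). The cause of the first change is the origin of Chr6 at 0%. With 1 scale after equal smoothing the first non-centromeric origin was at 16.3% and there were 70 non-centromeric origins in place of 107, since heavier smoothing removes small peaks. Both genome-wide scales were chosen after the data were seen. Counting only peaks of at least 5% of the range left 78 non-centromeric origins.

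The time to replicate centromeric DNA was 114 seconds around the GC skew zero-intersection point, because the peaks lie off that point. The correlation on Chr5 fell to 0.188 (p = 0.21, circular-shift permutation test) with 50 kb at each end left out. The cause was not tested. Its p was between 0.0001, the smallest the shifts can give, and 0.042 under the other alternatives. The distance of the earliest YJB9929s origin of Chr5 from the nearest wild-type origin changed from 0.95 to 60.1 kb when only peaks of at least 5% of the range were counted, since the weak wild-type peak is then dropped. With the reference level taken far from centromeres and ends, 57.7%, the mean curve around centromeres did not reach it within 250 kb, so that alternative gave no distance.

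No paired analysis was possible because the values used here are 1 profile per strain, averaged over its repeats. The arrays have replicate numbers in their labels, but values for single arrays were not used here. For the same reason leaving out each array, the replicate block and uncentred log ratios were not run. Smoothing with a larger and with a smaller parameter, the correlation of values before smoothing, and the GC skew windows were not run either, as neither such values nor the sequence of assembly 21 were used here. The number of arrays behind each profile limits the precision, and differences under about 9.07% of S-phase in activation time, the SD between matched origins, are not resolved. A difference above this 1 SD is not resolved by that alone.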

Differences from the paper's values

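The paper gives up to 100 kb around the centromere as the region that replicates earlier than the genomic average. The mean curve computed here reached the mean of all positions at 166 kb from the centromere. Under the alternatives set before the data were examined the distance was 197 kb when centred on the nearest origin, 169 kb with Chr6 included and 169 kb with the median as reference, all more than 1.5 times the paper's value. These distances are to each side. Whether the paper's value is to each side or in total, and which average it was set against, is not given in the sources used here. Against a reference far from centromeres and ends no such distance was found. By chromosome, a reading added after the data were seen, 4 of 7 reached the mean of all positions between 91 and 95 kb, and the median was 95 kb, near the paper's value. The mean curve was at 51.6% at 100 kb, short of the mean of all positions. A test of replication time against random positions gave a different distance, with the mean earlier than at random positions at 75 kb (adjusted p = 0.047, random-position test of the permutation kind) but not at 100 kb (adjusted p = 0.53).

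The paper states an upper bound of 20 seconds for the replication of centromeric DNA. By the procedure of its methods the values here were below it on ChrR, Chr2 and Chr7 and at 20.2 to 23.8 seconds on Chr1, Chr3, Chr4 and Chr5. The smoothed profile without interpolation gave at most 3.55 seconds, below the bound.

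The paper states that scaling the whole genome made hardly any difference. Here, 2 non-centromeric origins came before the centromeric origin of ChrR on that scale, against 0 with each chromosome scaled separately, while 6 of 7 centromeric origins stayed ahead of all others outside Chr6. With Chr6 included, 5 came before CEN6. The genome-wide scale, with and without equal smoothing, was run after the values were seen. With equal smoothing no non-centromeric origin outside Chr6 came before the last centromeric origin, and with Chr6 included 2 came before CEN6.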

Other observations

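The tests of smoothing, of spacing and of the scale of Chr3 were set up before their results were seen. The tests of peak positions, of the range of the YJB9929s profile and of the peak near neoCEN4 were chosen after.

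Scaled once over all chromosomes, the centromeric peak of ChrR was lower than 2 non-centromeric peaks. The spline of ChrR was the heaviest of all chromosomes, which lowers narrow peaks. If this were the cause, no non-centromeric peak would stay above the lowest centromeric peak after all chromosomes are smoothed equally, and the number outside Chr6 was 0. CENR then moved from the latest to the third earliest of the 7 centromeric origins. With Chr6 included, the non-centromeric origins before CEN6 went from 5 to 2, with CEN6 at 19.4%. The heavier smoothing of ChrR is therefore a candidate explanation for ChrR but not for Chr6. The number of origins outside Chr6 fell to 77 by this filter, and lighter smoothing, which would need values before smoothing, was not tested. No biological explanation was tested.

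Peaks were spaced more evenly than random placement, with a coefficient of variation of 0.495. White noise smoothed with the same parameters gave 0.493 (95% of 1000 simulations between 0.416 and 0.577), so even spacing may come from the smoothing of noise and cannot be read as a property of the genome from this measure alone. The number of peaks argues against noise as the source of the peaks themselves. Counting those that stand out by at least 5% of the range, the wild type had 93, and noise gave 71.9 on average, with 95% of simulations between 65 and 80. The high correlation with YJB9929s on Chr2 and Chr3 also argues against it. What spacing true origins have at a finer scale stays open.

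Centromeric peaks lay up to 18.8 kb from the centromere in the wild type. A position error of peaks may explain these offsets, since the peaks at CEN2 and CEN3 changed sides between the strains, the smaller move being 28.4 kb. These moves were larger than those of the 21 other matched origins of both chromosomes. Whether broad early peaks are placed less precisely, or carry more than 1 initiation site, was not tested.

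The scores of YJB9929s had a larger SD than those of the wild type, by a ratio of 1.42 on Chr2, 1.43 on Chr3 and 1.46 on Chr5. Extra noise in an average of fewer arrays adds spread but no slope, and the slope of YJB9929s on the wild type was 1.35 on Chr2 (jackknife standard error 0.065) and 1.32 on Chr3 (0.075), which argues against it. The ratios differed by 0.0445 at most, less than their standard errors (0.077 to 0.23). Within Chr5 the ratio was not uniform, with 1.32 right of the MRS, 1.76 left of it over 100 kb from both sites, 1.20 near CEN5 and 0.699 near neoCEN4, so the value for the whole of Chr5 pools unlike stretches and carries little weight. The ratios of Chr2 and Chr3 are consistent with 1 scale factor between the strains' measurements, such as a purer S-phase fraction or another normalization. The arrays of the strains also differed in the chromosomes they carried. These possibilities, and a biological difference in S-phase between the strains, stay open.

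Replication time in YJB9929s differed from the wild type by -8.36% of S-phase on average over Chr3, and by -2.38% over Chr2. The late left end of Chr3 in YJB9929s stretches the scale of the chromosome and could cause this. With both profiles scaled without 50 kb at each end the mean difference on Chr3 was -4.90% (jackknife standard error 0.70), so the end accounts for part of the shift but not for all of it. That on Chr2 was -2.68% (standard error 1.20).

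The earliest origin of Chr5 in YJB9929s lay 0.95 kb from a weak peak of the wild type at 160.3 kb. This might mean that neoCEN4 formed at a weak origin. However, peaks move between the strains with an SD of 12.3 kb (8.79 kb without CEN2 and CEN3), and 29.3% of Chr5 (20.9%) lies within that distance of a wild-type peak, so chance overlap of positions is not excluded. This verdict depends on the definition of the test, which was changed after its first form was known. In that form, the share of Chr5 as near to a wild-type peak as observed, the value is 2.25%, under the limit of 5%, which speaks against chance. The first form takes no account of the error of positions. With definitions that give opposite answers, peak positions leave the question open, and neither answer should be relied on. The paper found no ORC binding at the neocentromere loci in the wild type (Figure 2A and 2C). From this it states that neocentromeres do not arise at origins already present. ORC binding was not analysed here. The wild-type peak is not counted when peaks must stand out by at least 5% of the range.

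Of the 16 chromosome ends of the wild-type profile, 12 replicated later than the mean of their chromosome, with a median of 73.0% and a range from 43.8% to 100%. The slope of the profile between a peak and the next valley, with an S-phase of 15.6 minutes, corresponds to a median of 11.5 kb per minute over 174 arms (quartiles 7.85 and 15.9), counting arms that fall by at least 5% of S-phase. The scale sets the ends of the profile to the ends of S-phase, so this is not a measured fork rate.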
